# Gene Expression Profiling of B Cell Lymphoma in Dogs Reveals Dichotomous Metabolic Signatures Distinguished by Oxidative Phosphorylation

**DOI:** 10.3389/fonc.2020.00307

**Published:** 2020-03-06

**Authors:** Ying Wu, Yu-Mei Chang, Gerry Polton, Anneliese J. Stell, Balazs Szladovits, Michael Macfarlane, Laureen M. Peters, Simon L. Priestnall, Nicholas J. Bacon, Kelvin Kow, Sarah Stewart, Eshita Sharma, Michelle R. Goulart, John Gribben, Dong Xia, Oliver A. Garden

**Keywords:** diffuse large B cell lymphoma, dog, animal model, gene expression, metabolism, oxidative phosphorylation

## Abstract

Gene expression profiling has revealed molecular heterogeneity of diffuse large B cell lymphoma (DLBCL) in both humans and dogs. Two DLBCL subtypes based on cell of origin are generally recognized, germinal center B (GCB)-like and activated B cell (ABC)-like. A pilot study to characterize the transcriptomic phenotype of 11 dogs with multicentric BCL yielded two molecular subtypes distinguished on the basis of genes important in oxidative phosphorylation. We propose a metabolic classification of canine BCL that transcends cell of origin and shows parallels to a similar molecular phenotype in human DLBCL. We thus confirm the validity of this classification scheme across widely divergent mammalian taxa and add to the growing body of literature suggesting cellular and molecular similarities between human and canine non-Hodgkin lymphoma. Our data support a One Health approach to the study of DLBCL, including the advancement of novel therapies of relevance to both canine and human health.

## Introduction

Diffuse large B cell lymphoma (DLBCL), an aggressive malignancy of mature B lymphocytes, comprises the most common subtype of non-Hodgkin lymphoma (NHL) (1). Variable clinical characteristics and treatment response of patients with DLBCL have prompted investigations into its molecular heterogeneity (1–3). Gene expression profiling has classified DLBCL into multiple subtypes: the cell-of-origin (COO) classification identifies three subsets named germinal center B (GCB)-like, activated B cell (ABC)-like, and “undefined,” while the consensus cluster classification (CCC) identifies three subsets named “oxidative phosphorylation (OxPhos),” “B cell receptor/proliferation,” and “host response” (2, 3). The COO and CCC classification schemes yield complementary information and differentially stratify patients, with little correlation or overlap (3, 4).

Dogs have been increasingly gaining traction as an animal model in comparative oncology, attributed to their spontaneous development of cancer, intact immune system, and shared living environment with humans, with common exposure to xenobiotics (5). Canine DLBCL mirrors human DLBCL in clinical presentation, therapeutic modalities, and molecular pathogenesis (6, 7). A number of studies have set out to dissect the molecular signature of canine DLBCL, aiming to better diagnose this cancer and predict treatment outcome for patients of both species. For instance, our previous study showed that overexpression of FoxP3 by intratumoral T cells in canine multicentric BCL correlates with shorter survival (8). A gene profiling study has revealed GCB-like and ABC-like subtypes in canine DLBCL, the latter of which shows less favorable survival, thus resembling the human disease (9). The same study also proposed a list of 1,180 genes to distinguish GCB-DLBCL and ABC-DLBCL in dogs, prompting us to question whether a shorter list of selective classifiers may serve the same purpose. We therefore undertook a pilot study to analyze the transcriptomic phenotype of dogs with multicentric BCL, all with the cytological characteristics of DLBCL, hypothesizing that molecular subtype may be identified by a selective subset of gene identifiers.

## Materials and Methods

### Sample Collection

Samples of 11 canine lymphoma cases (Supplementary Data 1) were collected in a sterile fashion by qualified veterinarians prior to chemotherapy, with signed informed consent of the owner and approval of the Royal Veterinary College (RVC) Ethics and Welfare Committee (Permit Number: URN 2014 1285) in the United Kingdom (UK). Dogs of any age, breed, gender, or neutering status were recruited to minimize selection bias. Cells aspirated from enlarged peripheral lymph nodes were flushed into 100% fetal bovine serum (Biosera, East Sussex, UK) for immunophenotyping by flow cytometry. Board-certified clinical pathologists undertook contemporaneous cytological review. All 11 cases were confirmed to be BCL, with cytological features of DLBCL.

### Cell Isolation

Aspirated lymph node cells were labeled by a mixture of R-phycoerythrin (PE)-conjugated anti-dog CD5 (clone YKIX322.3; Bio-Rad, UK), Alexa Fluor 647®-conjugated anti-dog CD21 (clone CA2.1D6; Bio-Rad) and 4′,6-diamidino-2-phenylindole (DAPI; BioLegend, San Diego, CA, USA). CD5^−^CD21^+^ cells, the majority of which comprised neoplastic B cells, were isolated using fluorescence-activated cell sorting (FACS™). RNA extraction, sequencing, and read processing of the isolated B cells were performed in accordance with our previous protocols (10).

### RNA Extraction and Sequencing

Total RNA was extracted from FACS™-isolated CD5^−^CD21^+^ cells using RNA Bee (AMS Biotechnology, Abingdon, UK) and Direct-zol™ RNA MicroPrep Kit (Zymo Research, Irvine, CA, USA), according to the manufacturer's instructions. All samples were treated with DNase I during extraction and examined by Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), with an RNA Integrity Number of greater than or equal to 6.5. Seventy-five-bp, paired-end RNA sequencing (RNA-seq) was performed using the HiSeq.4000 System (Illumina, San Diego, CA, USA) at the Oxford Genomics Centre, University of Oxford (Oxford, UK). RNA-seq read processing and expression quantification followed methods used in our previous study (10). Quality control was performed by the Oxford Genomics Centre to assess sample processing and data integrity. Transcript reads were mapped and annotated to the canine genome, CanFam3.1 (Ensembl Genes, release 91). Read counts were all normalized to transcripts per million (TPM) values for subsequent data analyses.

### Data Analyses

Hierarchical cluster analysis was conducted on *Morpheus* (Broad Institute, USA) using the one minus Pearson correlation and average linkage method. Principal component analysis (PCA), volcano plot creation, and survival analysis were all undertaken in R (version 3.4.2; R code provided in Supplementary Data 2). Differential expression analysis was performed using the Bioconductor package edgeR (Bioconductor version 3.6) (11). Differentially expressed genes with a false discovery rate (FDR) of <0.05 were input into the software Ingenuity Pathway Analysis (IPA; Ingenuity Systems Inc., Redwood City, CA, USA) to identify biological pathways affected by the altered expression of these genes (*p* < 0.05, |Z| score ≥ 2). Overall survival time post-diagnosis was estimated for nine of the 11 dogs using Kaplan-Meier curves and Cox regression analysis in R. (Dogs 7 and 11 received no chemotherapy for BCL and were excluded from survival analysis.)

### Comparison With Human Dataset

Processed microarray data of 203 human DLBCL samples analyzed by Affymetrix Human Genome U133 Plus 2.0 Array (GEO accession number GSE11318) were downloaded (12). To combine the 11 canine RNA-seq and 203 human microarray data, a list of 14,224 consensus genes were identified between the two datasets based on annotated gene symbols. Canine RNA-seq data were z-transformed, and human microarray data were log_2_-transformed followed by z-transformation. Normalized expression data of 22 genes were retrieved from the combined datasets on the basis of the previously identified 27-gene classifiers that distinguish human GCB- and ABC-DLBCL (2, 9), and analyzed on *Morpheus* using K-means (K = 2) and average linkage hierarchical clustering.

## Results

### Gene Expression Profiling Reveals Two Molecular Subtypes of Canine B Cell Lymphoma With Distinct Metabolic Signatures

Unsupervised hierarchical clustering using genome-wide expression data of the neoplastic B cells segregated the 11 cases into two major clusters (Figure 1A). 

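The data behind the clusters are RNA-seq libraries of CD5-CD21+ cells, most of them neoplastic B cells, that were sorted from lymph node aspirates of 11 dogs. Each dog gave 1 library, so that the spread within a cluster holds both the differences between animals and the technical error. Cluster 1 holds 5 dogs (dogs 2, 4, 6, 7 and 8) and cluster 2 holds 6 dogs (dogs 1, 3, 5, 9, 10 and 11), as read from Figures 1A and 1B. The authors mapped the reads to CanFam3.1 with the annotation of Ensembl release 91 and deposited transcript abundance as TPM for 24580 genes and 92 spike-in sequences. Symbols are given here for the genes whose identifiers Supplementary Data 3 pairs with names. TPM do not hold the number of reads, but low TPM values move in steps of 1 read, and these steps gave the depth of each library relative to dog 1, in reads per unit of gene length. Relative depth was 1.42 to 1.84 in cluster 1 (median 1.73) and 0.299 to 1.10 in cluster 2 (median 0.871; exact permutation test, two-sided p = 0.00216, the smallest that 5 dogs against 6 allow). The number of genes with a TPM above 0 went the other way, with 11569 to 13454 genes in cluster 1 and 13712 to 15088 in cluster 2 (exact permutation p = 0.00216). Of the genes with a mean TPM of 2 to 5, 16.3 to 33.2% were listed at 0 in a dog of cluster 1 and 5.97 to 12.0% in a dog of cluster 2. The letters in the library identifiers divide the dogs exactly as the clusters do, so a library series and a cluster cannot be told apart here, and no value within a series that holds both clusters can be given. From the TPM, transcript abundance was compared with limma on log2(TPM+1) for the 11480 genes with a TPM of at least 1 in at least 5 dogs.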

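Over the 18508 genes with a TPM above 0 in any dog, the first division of an average-linkage tree on 1 minus Pearson correlation of TPM set dog 9 apart from the other 10 dogs. Dividing the tree there placed 6 of the 11 dogs with the clusters of Figure 1A. The groups were matched to the clusters in the way that placed more dogs, so 6 of 11 is the lowest count possible. Dog 9 had the lowest relative depth of the libraries, and its 100 most abundant genes held 53.8% of its TPM. Without the 20 genes of highest mean TPM, the first division gave dogs 2, 4, 6, 7 and 8 on one side and the other 6 dogs on the other, and 11 of 11 dogs were placed. The same division came from complete linkage, from scaling each gene to a mean of 0 and an SD of 1, and from genes with a TPM of at least 1 in at least 10 dogs. On log2(TPM+1) the first division set dogs 4 and 5 apart, and with Spearman correlation it set dog 4 apart (7 dogs placed).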

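In a principal component analysis of log2(TPM+1), dogs 5, 10 and 9 of cluster 2 had PC1 scores of 113.4, 58.9 and 53.3, while the other 8 dogs of both clusters lay between -38.7 and -17.3. The mean PC1 score was -30.5 ± 8.69 (SD, n = 5 dogs) in cluster 1 and 25.4 ± 58.5 (SD, n = 6) in cluster 2, a difference that did not pass (exact permutation test, two-sided p = 0.0801). On PC2 the means were -25.3 ± 22.0 (SD, n = 5) and 21.1 ± 37.7 (SD, n = 6), with p = 0.0498 in the same exact permutation test. The clusters were drawn from the same expression data, so the p-values on these axes describe these dogs and are not independent evidence. Dog 5 of cluster 2 had a PC2 score of -53.4, among those of cluster 1, and the other 5 dogs of cluster 2 lay above every dog of cluster 1. The analysis covered the 8855 genes with a TPM of at least 1 in at least 10 dogs, and PC1 and PC2 held 31.6% and 18.2% of the variance. After quantile normalization the axes changed places, PC1 following the earlier PC2 (Pearson r = 0.898) and PC2 the earlier PC1 (r = 0.879), and the clusters differed by 57.9 on the new PC1 (exact permutation p = 0.00433) and by 21.8 on the new PC2 (exact permutation p = 0.405). When 1 dog was left out, the difference on PC1 passed unless it was dog 9 or dog 10 (exact permutation p = 0.0794 and 0.0714), and the difference on PC2 passed only without dog 10 (exact permutation p = 0.0397). Those runs kept only genes with a TPM of at least 1 in all 10 dogs left, a stricter filter than in the main run. Their changes therefore cannot be credited to the dog alone. Dogs 5, 9 and 10 also had the largest shares of TPM in their 100 most abundant genes.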

Their distinct expression signatures were confirmed by PCA (Figure 1B). We then set out to analyze genes differentially expressed between the two clusters and identified a list of 527 genes (FDR <0.05), of which 162 were of lower transcript abundance and 365 were of higher transcript abundance in cluster 2 compared to cluster 1 (Figure 1C). 

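Among the genes with a symbol, those of higher abundance in cluster 2 included S100A8 and S100A12, calcium-binding proteins abundant in neutrophils, FLNA, which encodes the actin cross-linking protein filamin A, and EIF5A, a translation factor. FLNA was at 13.7 ± 5.60 TPM (SD, n = 6 dogs) in cluster 2 and at 0.0113 to 3.83 TPM in the 5 dogs of cluster 1, a log2 fold change of 2.41 (standard error 0.48, limma FDR = 0.0348). EIF5A had a log2 fold change of 1.58 (standard error 0.33, limma FDR = 0.0414). CDA, which encodes cytidine deaminase, passed the same test (limma FDR = 0.0456); it was listed at 0 in all 5 dogs of cluster 1 and at 0.569 to 13.5 TPM in cluster 2. Genes of lower abundance in cluster 2 included PCTP, which encodes a phosphatidylcholine transfer protein, and NF2, which encodes the tumor suppressor merlin. PCTP changed by -2.57 on the log2 scale (standard error 0.42, limma FDR = 0.0167), and NF2 by -1.86 (limma FDR = 0.0498). ARMCX3, PNKD, GMFG and BCAP31 were also lower, with log2 fold changes of -2.43, -1.87, -1.87 and -1.76. Each of these genes had all 6 dogs of cluster 2 on one side of all 5 dogs of cluster 1, which the rule that picked them required. All genes with a symbol here are also genes that the study called on these libraries. In all, 108 of 11480 genes passed FDR 0.05, with 45 of higher and 63 of lower abundance in cluster 2, and 2387 genes had an unadjusted p under 0.05. Fold changes are on the log2(TPM+1) scale, which understates those of low genes, and their median over the genes tested was -0.17. The division into higher and lower depended on scaling, with 77 and 32 genes after quantile normalization and 31 and 24 with median-of-ratios size factors. The clusters were drawn from the same libraries, so the p-values describe these dogs, and the count was 10 without dog 7, 252 without dog 11 and 1 without dogs 5, 9 and 10. That last fit had fewer dogs, and 2003 of its 10797 genes still had an unadjusted p under 0.05 in limma.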

One hundred and forty-six (~28%) of the 527 genes are involved in mitochondrial metabolism or function, of which 50 were of lower transcript abundance and 96 were of higher transcript abundance in cluster 2 vs. cluster 1 (Supplementary Data 3). 

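Of the genes of Supplementary Data 3, 126 had enough TPM to be tested and 20 did not. Each of the 126 had the direction of change that Supplementary Data 3 gives, with 84 above and 42 below a log2 fold change of 0. At FDR 0.05 in limma, 21 were higher and 17 were lower in cluster 2 and the other 88 did not pass. The list was chosen by the study on these libraries and is not independent evidence of its direction. The lower genes included MAT2B, the regulatory subunit of methionine adenosyltransferase, at 194.8 ± 107.2 TPM (SD, n = 6 dogs) against 639.5 ± 178.0 TPM (SD, n = 5), and ATP6AP2, an accessory protein of the vacuolar proton pump, at 122.6 ± 61.3 against 378.6 ± 79.4 TPM. In 12 genes a single dog held at least 90% of the TPM; 8 of these are lower in Supplementary Data 3, and 7 of the 12 were highest in dog 4. ASNS, which encodes asparagine synthetase, was at 1065 TPM in dog 4 and at most 5.81 TPM in any other dog. EDNRB, an endothelin receptor, and FBLN1, an extracellular matrix protein, were at 116.9 and 95.5 TPM in dog 4 and listed at 0 in the other 10 dogs. These 3 genes were not tested, since fewer than 5 dogs had a TPM of at least 1. The number of genes of the list past FDR 0.05 was 5 without dog 7, 58 without dog 11, 0 without dogs 5, 9 and 10 and, without dogs 4 and 9 (an alternative chosen after seeing the data), 9. With median-of-ratios size factors it was 17, and with array weights 85. The fit without dogs 5, 9 and 10 had fewer dogs, and all 110 genes of the list tested there kept the direction of Supplementary Data 3.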

To identify genes with interesting functional implications, we narrowed down this list of 527 genes on the basis of two criteria. We first identified genes differentially expressed with high significance (FDR <0.01). We then identified genes in this curated list that were most variably expressed, i.e., in the top or bottom third of the list. As a result, five genes of lower transcript abundance and six genes of higher transcript abundance in cluster 2 were selected (Figure 1C). 

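Of the 11 selected genes, 4 have an identifier paired with a symbol here: UCHL1, S100A8, S100A12 and FFAR2. The other 7 were not analysed here. FFAR2 (ENSCAFG00000007027), a receptor for short chain fatty acids that neutrophils also express, was listed at 0 in all 5 dogs of cluster 1. In cluster 2 it was at 28.0 TPM in dog 9, at 2.53 to 7.26 TPM in dogs 1, 3, 10 and 11, and at 0.154 TPM in dog 5. It did not pass the test across genes (limma FDR = 0.0598), and it did without dog 5 (limma FDR = 0.0233, in a range of 0.00722 to 0.140 over the alternatives tested with limma). Every dog of cluster 2 lay above every dog of cluster 1 (exact permutation test of log2(TPM+1), two-sided p = 0.00433).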

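S100A8 (ENSCAFG00000017557) and S100A12 (ENSCAFG00000023324), calcium-binding proteins that neutrophils release, were higher in cluster 2. S100A8 was listed at 0 in all 5 dogs of cluster 1 and was at 87.98 TPM in dog 9, 48.7 in dog 5, 35.5 in dog 1, 19.1 in dog 3, 14.8 in dog 11 and 12.1 in dog 10 (limma FDR = 0.000791). S100A12 was listed at 0 in 4 dogs of cluster 1 and at 8.19 TPM in dog 6, and was at 31.0 to 177.6 TPM in cluster 2 (limma FDR = 0.00324). ALOX5, a lipoxygenase of leukotriene synthesis, and LTF, which encodes lactoferrin, are also neutrophil genes. ALOX5 was listed at 0 in all dogs of cluster 1 and was at 0.420 to 8.74 TPM in cluster 2. LTF was at 5.07 ± 4.86 TPM (SD, n = 6 dogs) in cluster 2, and in cluster 1 it was above 0 in dog 4 alone, at 1.68 TPM; its difference did not pass the test (limma FDR = 0.0836). UCHL1 (ENSCAFG00000015878), a deubiquitinating enzyme, was at 257.4 TPM in dog 5. The other 5 dogs of cluster 2 were at 0.0541 to 1.79 TPM, and all 5 dogs of cluster 1 were listed at 0. An exact permutation test of log2(TPM+1) of UCHL1 gave a two-sided p = 0.0303. With genes of a TPM of at least 1 in at least 2 dogs, where UCHL1 enters the test across genes, it did not pass (limma FDR = 0.329; 0.463 with no filter).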

Of the 11 selected genes, *uchl1, s100a8*, and *s100a12* are of particular interest, all correlating with oxidative stress (13, 14). Seven of the remaining eight genes have been associated with various cancer contexts, consonant with their association with subsets of canine DLBCL. Hence, *ccr4* (15, 16), *myoz2* (17), and *clec3b* (18, 19) are adverse prognosis biomarkers, while *vwa5a* (20) and *sult1b1* (21) serve a tumor suppressor role in human solid tumors. The gene *ffar2* encodes a short chain fatty acid receptor that may inhibit metastasis of human breast cancer cells (22), and cathepsin-G encoded by *ctsg* is a neutrophil protease that facilitates cell adhesion in human breast cancer cells (23). The remaining gene *slc6a5* encodes a glycine transporter protein whose loss of function is implicated in human hyperekplexia (24, 25).

**Figure 1:**
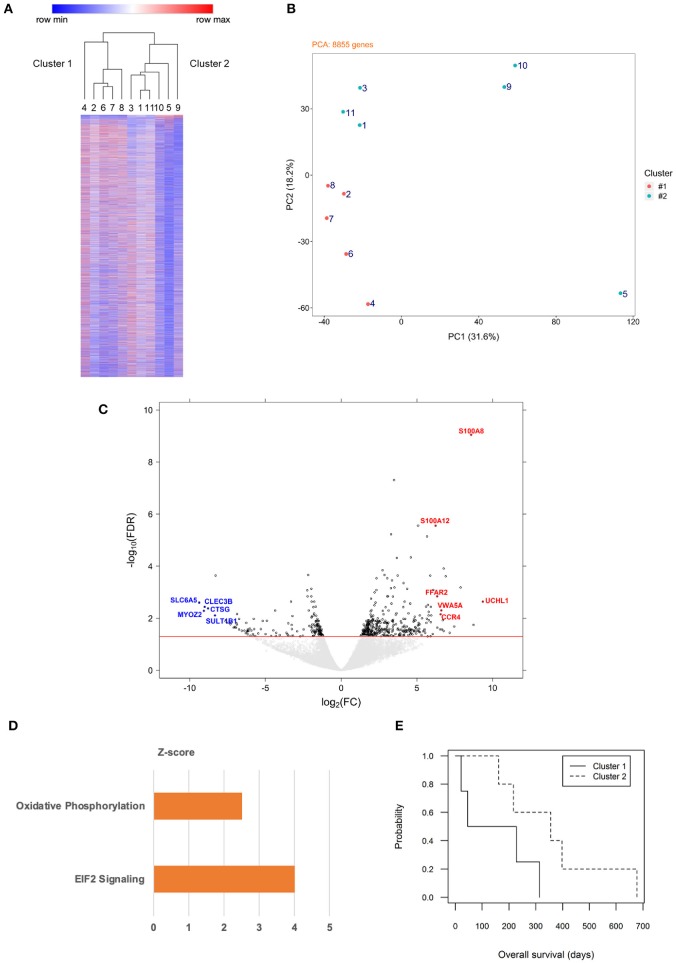
Gene expression profiling of canine B cell lymphoma with distinct metabolic signatures distinguished by oxidative phosphorylation. **(A)** Unsupervised hierarchical clustering classifies genome-wide expression data of 11 dogs with multicentric BCL into two major clusters. Each row represents one gene, color intensity positively correlating with TPM values presented by rows in relative value from 0 to 1. Numbers 1–11 represent each of the dogs. The two major clusters are designated 1 (left) and 2 (right). **(B)** Principal component analysis of genome-wide expression data of 8,855 genes from the same 11 dogs confirms spatial segregation of the two major clusters (cluster 1: orange; cluster 2: teal). **(C)** A volcano plot of expression data of differentially expressed genes of dogs in cluster 2 (*n* = 6) vs. dogs in cluster 1 (*n* = 5) identifies genes of particular interest. The threshold line (red) indicates a false detection rate of 0.05; each dot represents one gene (to facilitate visualization, gene symbols are designated in upper case). **(D)** Ingenuity Pathway Analysis of differentially expressed genes (cluster 2 vs. cluster 1) reveals significant enrichment of two biological pathways (*p* < 0.05), one focusing on oxidative phosphorylation (orange color represents activated status). **(E)** Overall survival time post-diagnosis was compared between clusters 1 and 2 using Kaplan-Meier curves and Cox regression analysis (*p* = 0.12).

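The genes of cytosolic ribosomal proteins that have a symbol here, which the EIF2 signaling pathway includes, had higher mean abundance in cluster 2. All 13 of the 79 ribosomal protein genes that have a symbol here had a log2 fold change above 0, and 5 of them passed FDR 0.05 in limma, among them RPS3, RPS12, RPL11 and RPL3. RPS3, a protein of the small ribosomal subunit, was at 5917 ± 1794 TPM (SD, n = 6 dogs) in cluster 2 and 2106 ± 414.4 TPM (SD, n = 5) in cluster 1, with a log2 fold change of 1.46 (standard error 0.25, limma FDR = 0.0201). RPL3 and RPL11 had log2 fold changes of 1.09 and 1.16 (limma FDR = 0.0440 for each), and RPL12, which did not pass, had 1.08 (limma FDR = 0.0530). Together these 13 genes held 1.87% ± 0.235 of TPM (SD, n = 5) in cluster 1 and 4.21% ± 1.19 (SD, n = 6) in cluster 2. EEF2, the translocase of translation elongation, was at 1433 ± 749.1 TPM in cluster 2 and 591.3 ± 171.2 TPM in cluster 1, and the difference did not pass the test (limma FDR = 0.106). The study chose these members on the same libraries, so neither their count nor their share of TPM is evidence of a direction for ribosomal protein genes as a whole. The median log2 fold change of the 13 genes was 1.11 (median standard error 0.26). It was 0.59 (0.19) after quantile normalization, where 3 passed, and 1.46 (0.43) with median-of-ratios size factors, where 0 passed and 2317 of all genes had an unadjusted p under 0.05 in limma. Leaving out 1 dog gave 0 (dog 6 or dog 7) to 12 genes (dog 11).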

Ingenuity Pathway Analysis of the 527 differentially expressed genes revealed that both OxPhos and eukaryotic initiation factor (EIF) 2 signaling pathways were enriched and activated in cluster 2 (Figure 1D). Overall survival time post-diagnosis was analyzed: dogs from cluster 1 had an estimated median survival time of 137 days, while those from cluster 2 had a median survival time of 356 days, with a hazard ratio of 0.26 (cluster 2 vs. cluster 1; 95% confidence interval: 0.05–1.44; *p* = 0.12; Figure 1E). Furthermore, among the 131 genes functionally annotated in “OxPhos” in the human database (Systematic name: M19540, Gene Set Enrichment Analysis, Broad Institute), 80 genes were annotated in the canine genome (CanFam3.1), of which six were of higher transcript abundance and four were of lower transcript abundance in canine cluster 2 vs. cluster 1 (Supplementary Data 4). These results collectively suggest that the 11 dogs with multicentric BCL in our study fell into two molecular subgroups with distinct metabolic signatures characterized by OxPhos, with no significant difference in survival. 

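The genes of mitochondrial DNA, which encode core subunits of the respiratory chain and of ATP synthase, were higher in cluster 2. Of the 13 protein genes of mitochondrial DNA, a list fixed in advance, 10 were higher and 0 were lower in cluster 2 at FDR 0.05 in limma, and 13 were higher when adjusted over the list alone. ND2 (ENSCAFG00000022717), a subunit of complex I, was at 4288 ± 1470 TPM (SD, n = 6 dogs) in cluster 2 and 932.5 ± 168.4 TPM (SD, n = 5) in cluster 1, a log2 fold change of 2.15 (standard error 0.27, limma FDR = 0.00324). COX1 (ENSCAFG00000022723), the catalytic subunit of complex IV, had a log2 fold change of 1.57 (standard error 0.21, limma FDR = 0.00559). Complex I subunits MT-ND1, ND4L and ND5 changed by 1.69, 1.51 and 1.73 on the log2 scale. The 3 that did not pass were CYTB of complex III, MT-ATP8 of ATP synthase and MT-ND3 of complex I, with log2 fold changes of 1.00, 1.01 and 1.21 (limma FDR = 0.0522, 0.0559 and 0.0578). All 13 are among the genes that the study chose on these libraries, so the counts are not independent evidence of the direction. Of the 131 genes of Supplementary Data 4, 17 have a symbol here, the 13 of mitochondrial DNA and 4 others, and 16 were tested. At FDR 0.05 in limma 10 were higher, 0 were lower and 6 did not pass, with 3 lower at an unadjusted p under 0.05. Adjusted over these 16 genes alone all 16 passed. The study called each of them on these libraries, so that count is no evidence about the 131 genes. Supplementary Data 4 gives a canine annotation and a higher value for 6 of the 13, of which 4 passed here, and no canine annotation for the other 7, of which 6 passed; these were matched here by their other symbols. The 4 others were of lower mean abundance in cluster 2. ATP6AP1 and ATP6V0D1, of the vacuolar proton pump, had log2 fold changes of -1.88 and -1.77 (limma FDR = 0.0511 and 0.0598), and NDUFV3, of complex I, had -1.65 (limma FDR = 0.0803), with 494.5 TPM in dog 8 and 56.3 to 111.8 TPM in the other dogs of cluster 1. ATP6V0A4, another subunit of the pump, was at 39.5 TPM in dog 8 and at most 4.99 TPM in any other dog (exact permutation p = 0.0996). As a set, the 13 genes of mitochondrial DNA were shifted upward against all other genes (camera with an estimated correlation of genes of 0.59, p = 0.00486). Camera with estimated correlations gave p = 0.0231 after quantile normalization and p = 0.0472 with median-of-ratios size factors. These p-values are not independent evidence either, since the study called all 13 genes on these libraries and the clusters match the library series. A far lower preset correlation gave camera p = 2.39e-23, which does not allow for the correlation estimated in these genes. The median log2 fold change of the 13 genes was 1.35 (median standard error 0.25); it was 1.71 (0.42) with median-of-ratios size factors, where 3 genes passed FDR 0.05 because the standard errors grew, and 0.61 (0.23) with quantile normalization, where the fold changes were smaller and 3 passed. Without dogs 5, 9 and 10 it was 1.12 (0.26) and 0 passed in limma, with 8 dogs left, where 2003 of all genes had an unadjusted p under 0.05 in limma; leaving out 1 dog gave 3 (dog 7) to 13 genes (dog 11).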

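The protein genes of mitochondrial DNA together held 3.34% ± 0.591 of TPM (SD, n = 5 dogs) in cluster 1 and 8.95% ± 2.06 (SD, n = 6) in cluster 2. The difference was 5.61 percentage points (exact permutation test, two-sided p = 0.00433). The clusters were drawn from these same libraries and match the library series, so this p-value describes these dogs only.
The lowest dog of cluster 2 was dog 11, at 5.73%, and the highest dog of cluster 1 was dog 7, at 3.89%.
The difference was 5.14 to 6.25 percentage points when any 1 dog was left out.
In the same dogs the 100 most abundant genes held 23.9% ± 1.01 of TPM (SD, n = 5) in cluster 1 and 40.4% ± 9.38 (SD, n = 6) in cluster 2 (exact permutation test, two-sided p = 0.00433). These 100 include genes of mitochondrial DNA such as COX1, so the shares overlap.
From the clustering, the enriched pathways and the oxidative phosphorylation genes, the paper proposes that the dogs fall into subgroups with distinct metabolic signatures characterized by OxPhos, and it reports no significant difference in survival. Survival times were not analysed here.

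**Figure D1:**
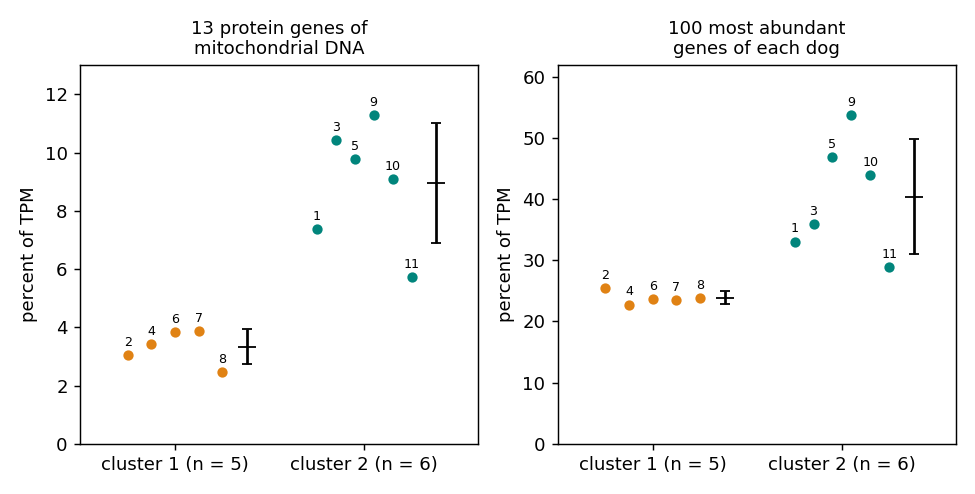
Percent of TPM in the 13 protein genes of mitochondrial DNA (left) and in the 100 most abundant genes of each dog (right), for the 5 dogs of cluster 1 and the 6 dogs of cluster 2. Each point is 1 dog with its number, and bars are the mean and SD; all dogs of cluster 2 lie above all dogs of cluster 1 in both plots. The shares overlap, since genes of mitochondrial DNA are among the most abundant.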

We therefore designated cluster 1 as “non-OxPhos” and cluster 2 as “OxPhos” subgroups in the remainder of this study.

### *Cell of origin* and *Metabolic* Molecular Classification Schemes of B Cell Lymphoma in Dogs Differentially Segregate Cases

We then compared our 527 genes with the published 1,180 canine DLBCL COO subtype-classifiers, following the exclusion of redundant and un-annotated data (Figure 2A). The paucity of consensus genes, numbering only 16, suggested limited overlap between the two lists (Supplementary Data 5). 

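Of the 16 genes of Supplementary Data 5, 11 have a symbol here, and 1 of these passed FDR 0.05 in limma, MAT2B, which was lower in cluster 2. FADS2, a fatty acid desaturase, was at 25.5 ± 12.6 TPM (SD, n = 6 dogs) in cluster 2 and 4.01 ± 3.69 TPM (SD, n = 5) in cluster 1, a log2 fold change of 2.69 that did not pass (standard error 0.68, limma FDR = 0.0642). HMGA1, a chromatin protein, and TRABD also had higher means in cluster 2, with log2 fold changes of 1.46 and 1.62 (limma FDR = 0.0834 and 0.117), as did PGP, at 4.98 to 28.1 TPM against 0.118 to 5.80 TPM (limma FDR = 0.0880). GSTM4, a glutathione transferase, NFATC2, a transcription factor of lymphocyte activation, and ATG4A, a protease of autophagy, had lower means, with log2 fold changes of -2.50, -2.25 and -2.00 (limma FDR = 0.0511, 0.0741 and 0.0558). NMT1, an N-myristoyltransferase, was at 37.1 ± 19.3 TPM (SD, n = 6) in cluster 2 and 115.9 ± 27.7 TPM (SD, n = 5) in cluster 1 (limma FDR = 0.0511). The 11 genes come from the genes the study called on these libraries, so their direction is not independent evidence, and MAT2B did not pass with quantile normalization (limma FDR = 0.0580) or median-of-ratios size factors (limma FDR = 0.0680).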

Unsupervised hierarchical clustering using the published 1,180 classifiers failed to segregate our transcriptomic data into two major clusters (Figure 2B), further confirming the lack of consensus and inability of the COO classification scheme to stratify our cases. We speculated that this could have reflected the limited number of cases, with a majority bias toward one COO subtype or the other. Therefore, we co-clustered our 11 canine RNA-seq and 203 human DLBCL microarray data on the basis of the previously identified 27-gene classifiers that distinguish human GCB- and ABC-DLBCL (2, 9). Five of the 27 genes were excluded from this analysis: *tbc1d27* had no canine homolog; *c1orf186, mme*, and *serpina9* were expressed in none or fewer than two of the 11 dogs; and *ighm* had a predominant expression in some of the dogs that biased the clustering (9). K-means (K = 2) clustering partitioned the combined 11 canine and 203 human samples into two groups: two dogs co-clustered with 106 human samples in group 1, and the other nine dogs co-clustered with remaining 97 human samples in group 2 (Figure 2C). Hierarchical clustering on the basis of the 22 human GCB/ABC classifier genes revealed distinct expression patterns of the two groups: genes highly expressed in GCB-DLBCL were enriched in group 1, while genes highly expressed in ABC-DLBCL were enriched in group 2 (Figure 2C). Taken together, these results suggested that the two dogs in group 1 were more likely to be of GCB phenotype, while the remaining nine dogs in group 2 were more likely to be of ABC phenotype, consistent with a skewed COO phenotypic distribution of the canine patients.

**Figure 2:**
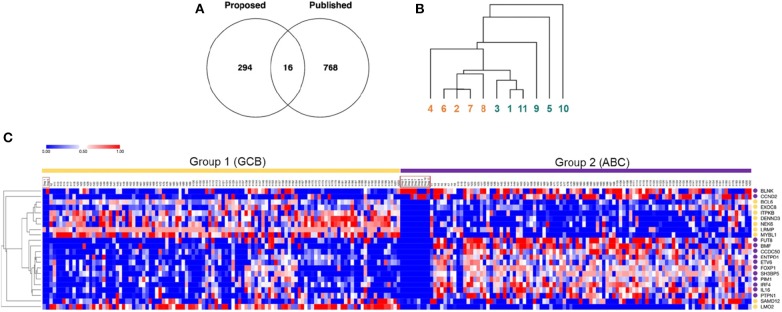
*Cell of Origin* and *Metabolic* molecular classification schemes of B cell lymphoma in dogs differentially segregate cases. **(A)** A Venn diagram of common and distinct differentially expressed genes between our dataset (*n* = 527 genes) and the published canine GCB/ABC-DLBCL gene classifier dataset (*n* = 1,180 genes) reveals minimal overlap of the two classification methods. **(B)** Hierarchical cluster analysis of B cell gene expression data from dogs recruited in this study using the published 1,180 canine GCB/ABC-DLBCL gene classifiers fails to stratify the cases into two major subtypes, suggesting a lack of distinction on the basis of cell of origin (numbers 1–11 represent each of the dogs. Colors indicate the original cluster of the 11 dogs, as identified in Figure 1. Redundant and un-annotated genes were excluded from all analyses). **(C)** Co-clustering of B cell gene expression data from 11 canine RNA-seq data in this study and published human microarray data (*n* = 203). The heatmap was generated *via* clustering combined datasets by columns using K-means (K = 2) and by rows using average linkage hierarchical clustering. Each column represents one sample, and each row represents one gene (color intensity positively correlating with z-transformed expression values presented by value from 0 to 1; gene symbols are designated in upper case to facilitate visualization). Sample names are annotated on top of the heatmap, with the 11 canine samples highlighted by red boxes. Dogs 1 and 5 co-clustered with 106 human samples falling into group 1, whereas the remaining nine dogs co-clustered with 97 human samples falling into group 2. Yellow circles annotate subtype-classifying genes highly expressed in human GCB-DLBCL, and purple circles annotate genes highly expressed in human ABC-DLBCL.

## Discussion

This pilot study set out to characterize the transcriptomic signature of 11 dogs with DLBCL, aiming to refine the previously published canine DLBCL-subtyping COO classifier list. Our results suggest that multicentric BCL in dogs may be stratified in an alternative, non-overlapping manner based on metabolic signatures rather than COO characteristics. One of the two identified subtypes resembles the “OxPhos”-DLBCL subtype in human patients (4). We therefore propose a novel, complementary molecular classification of canine BCL, named OxPhos and non-OxPhos, with an understanding of several caveats to be addressed by future work. First, the small sample size of cases in our study may not adequately represent the diversity of canine DLBCL. Distinction of the two subtypes needs prospective validation in a larger cohort of cases using the 527 differentially expressed genes. Second, genes involved in oxidative metabolism are not all enriched in the proposed canine OxPhos subtype, as they are in the human counterpart. 

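The named genes of fatty acid oxidation and glycolysis had lower means in cluster 2 for some and higher means for others, and none of them passed FDR 0.05 in limma. DECR1 and ECI2, enzymes of the oxidation of unsaturated fatty acids, had lower means in cluster 2. DECR1 was at 18.4 ± 11.4 TPM (SD, n = 6 dogs) against 84.9 ± 50.9 TPM (SD, n = 5), and ECI2 at 13.0 ± 8.43 against 47.9 ± 22.0 TPM. Neither passed FDR 0.05 in limma (log2 fold changes of -2.12 and -2.10, limma FDR = 0.0511 and 0.0962). ACAD11, an acyl-CoA dehydrogenase, was at 326.0 TPM in dog 4 of cluster 1 and at 33.7 to 48.1 TPM in the other 4 dogs of that cluster, against 7.28 to 34.9 TPM in cluster 2 (limma FDR = 0.150). DECR2, a reductase of peroxisomes, had a higher mean in cluster 2, with a log2 fold change of 2.21 that did not pass (limma FDR = 0.102). These 4 are the members of a list of 26 fatty acid oxidation genes that have a symbol here, and all were chosen by the study on these libraries. GAPDH and ENO2, enzymes of glycolysis, had higher means in cluster 2, with log2 fold changes of 1.12 and 1.79 that did not pass either (limma FDR = 0.131 and 0.149).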

Third, the COO classification scheme has been refined in human DLBCL: four gene expression signatures, termed as “germinal center B cell,” “proliferation,” “major histocompatibility complex (MHC) class II,” and “lymph node” correlate with prognosis of patients treated by CHOP chemotherapy (26). The parallelism of these molecular subtypes in the two species therefore needs further, rigorous investigation. Survival times between the two subgroups showed no significant difference in this study, although the small sample size introduced the possibility of a type II error. Moreover, several dogs received non-CHOP chemotherapy, further confounding analysis of survival. Correlation of metabolic signature with prognosis is still unclear in human DLBCL: one study showed similar five-year survival between patients with OxPhos- and non-OxPhos-DLBCL (3), whereas another revealed poor response to rituximab (R)-CHOP treatment in human OxPhos-DLBCL (27). The prognosis of the OxPhos signature in canine DLBCL, and its resemblance to the human counterpart, therefore needs further characterization in a larger and more homogeneous cohort of cases.

Neoplastic cells reprogram their metabolism to sustain high proliferation (28, 29) and to resist apoptosis induced by oxidative stress (30). Numerous studies have been conducted to investigate the metabolic reprogramming of neoplastic cells, aiming to identify potential therapeutic targets (31). Major ATP production shifts from mitochondrial respiration to aerobic glycolysis in a number of tumors, a process termed the Warburg phenomenon (32, 33). However, some tumors rely on oxidative metabolism as their main energy source in certain contexts (34), including melanomas (35), lymphomas (36), and pancreatic (37) and pulmonary carcinomas (38). A variety of common Food and Drug Administration-approved drugs, such as metformin, arsenic trioxide, and atovaquone, act as OxPhos inhibitors and have potential as anti-neoplastic drugs, especially in the setting of tumors with unregulated oxidative phosphorylation (39). Moreover, mammalian target of rapamycin (mTOR) is a pivotal serine/threonine kinase upstream of metabolic pathways, including OxPhos, and thus also constitutes a novel therapeutic target (40, 41). One of its complex forms, mTORC1, is deregulated in DLBCL (42). mTORC1 inhibitors, known as rapalogs, kill DLBCL cell lines *in vitro*, but unfortunately show limited efficacy in patients with DLBCL, underlining the continuing unmet need for novel treatments targeting this molecular pathway (42). The three genes *uchl1, s100a8*, and *s100a12*, enriched in the canine OxPhos subgroup of our study, have interesting functional implications. *Uchl1* encodes ubiquitin C-terminal hydrolase L1 (UCHL1), a de-ubiquinating enzyme that plays a pivotal role in maintaining cellular homeostasis under physiological conditions of oxidative stress (13). UCHL1 has variable roles in cancers, depending on histotype: for instance, the expression of UCHL1 correlates with poor prognosis in patients with multiple myeloma (43), mammary carcinoma (44), and pulmonary carcinoma (44), but has tumor suppressive properties in nasopharyngeal (45) and prostatic carcinoma (46). Both S100A8 and S100A12 are members of the calcium-binding S100 protein family (47), expression of which correlates with inflammation-associated carcinogenesis (48). However, S100A8 may also be anti-inflammatory and acts as an oxidant scavenger during oxidative stress and inflammation (14). Moreover, high expression of S100A8 and S100A12 has a positive prognostic impact on oropharyngeal squamous cell carcinoma (48). The functions of S100A8 and S100A12 are therefore broad and context-dependent. Taken together, these three genes may be potential biomarkers and therapeutic targets of OxPhos-DLBCL in both dogs and humans, given their prognostic impact in other cancers and correlation with oxidative stress imposed by an abundance of reactive oxygen species as a consequence of vigorous OxPhos (49). Furthermore, EIF2 signaling is induced by various cellular stresses, including those of oxidative origin, consolidating the view that this molecular subtype is distinguished by overactive OxPhos.

Future work will aim to provide additional insight into the genes *uchl1, s100a8*, and *s100a12* in both canine and human DLBCL to confirm observations made in the current pilot study. First, distinction of OxPhos- and non-OxPhos-DLBCL will be validated in a larger cohort of canine cases using the 527 differentially expressed genes. Second, protein expression of the three genes will be examined in OxPhos- vs. non-OxPhos-DLBCL in both species, using immunohistochemistry in conjunction with flow cytometry and Western blots. The genes with a conserved expression pattern may be investigated for their functional impact in knockdown studies performed *in vitro* and *in vivo*, the latter requiring rodent models. Third, expression of the three genes may also be examined in DLBCL subtypes identified by the COO scheme to further interrogate the degree of overlap and prognostic significance of these two classification schemes. For instance, high expression of *uchl1* identifies human GCB-DLBCL patients likely to have a poor outcome (50). Meticulous longitudinal studies in both species will ultimately yield a better understanding of the prognostic impact of *uchl1, s100a8*, and *s100a12* in DLBCL.

In summary, our study has revealed hitherto unrecognized metabolic heterogeneity of multicentric BCL in dogs that resembles that of human DLBCL. These data yield potentially interesting therapeutic targets for canine lymphoma and substantiate the dog as a model for human NHL, further validating its use in the advancement of novel therapies of relevance to human health.

## Data Availability Statement

Raw and processed RNA-seq data of the 11 canine samples in this study have been deposited to Gene Expression Omnibus (GEO), accession number GSE140603.

## Ethics Statement

The animal study was reviewed and approved by Royal Veterinary College (RVC) Ethics and Welfare Committee (Permit Number: URN 2014 1285) in the United Kingdom. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

YW conducted the entire study and wrote the initial draft of the manuscript. Y-MC performed survival analysis and volcano plot gene annotation. GP, AS, NB, KK, and MM recruited and sampled clinical cases. BS and LP conducted cytological review of all clinical cases and making the definitive diagnoses. AS and SP co-supervised YW on project conduct and data interpretation. SS followed up outcome of canine patients at the RVC. ES performed initial RNA-seq analysis and provided scripts for basic transcriptomic analysis. MG helped with initial outcome data input in survival analysis. JG co-supervised YW and co-funded the study. DX contributed expertise and intellectual input on all the transcriptomic data interpretation, and co-supervised YW in the last year of the study. OG conceived and funded the entire study, served as the principal supervisor of YW, and edited the initial manuscript. All authors reviewed and approved the final manuscript.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Gene Expression Profiling of B Cell Lymphoma in Dogs Reveals Dichotomous Metabolic Signatures Distinguished by Oxidative Phosphorylation
**Source:** Front Oncol. 2020 Mar 6;10:307. doi: 10.3389/fonc.2020.00307
**Supplement:** Supplementary file 1

**Supplementary Data 1: Eleven dogs with B cell lymphoma are recruited to this study**

| **Dog No.** | **Age** | **Breed** | **Sex** | **Neuter Status** | **Chemotherapy** |
| --- | --- | --- | --- | --- | --- |
| 1 | 4 y^1^ | Irish Water Spaniel | F^3^ | N^5^ | CHOP^7^ |
| 2 | 7 y 11 mo^2^ | Mastiff | M^4^ | E^6^ | CHOP |
| 3 | 5 y 11 mo | Dachshund Crossed | M | E | CHOP |
| 4 | 5 y | Staffordshire Bull Terrier | M | N | CHOP |
| 5 | 1y 10 mo | Border Collie | M | N | CHOP |
| 6 | 5 y | Dobermann | M | N | CHOP |
| 7 | 12 y | Cross Breed | F | N | N/A^8^ |
| 8 | 7 y | Cross Breed | F | N | Non-CHOP^9^ |
| 9 | 5 y | Golden Retriever | M | N | COP^10^ |
| 10 | 6 y | Cocker Spaniel | F | N | CHOP |
| 11 | 10 y | Beagle | F | N | N/A |

Abbreviations: ^1^Year; ^2^Month; ^3^Female; ^4^Male; ^5^Neutered; ^6^Entire; ^7^Cyclophosphamide, doxorubicin, vincristine and prednisone/prednisolone; ^8^Not available (untreated); ^9^L-asparaginase, chlorambucil and prednisolone; ^10^cyclophosphamide, vincristine and prednisone/prednisolone

# Supplementary material for: Gene Expression Profiling of B Cell Lymphoma in Dogs Reveals Dichotomous Metabolic Signatures Distinguished by Oxidative Phosphorylation
**Source:** Front Oncol. 2020 Mar 6;10:307. doi: 10.3389/fonc.2020.00307
**Supplement:** Supplementary file 2

**Supplementary Data 2: R Code for Principal Component Analysis, Volcano Plot and Survival Analysis.**

#########################################

#### 1. Principal component analysis ##########

#########################################

library(ggplot2)

library(ggrepel)

library(reshape2)

library(grid)

theme_QC <- theme(panel.background = element_rect(fill = "white", colour = NA),

panel.grid.major = element_line(linetype = 'blank'),

panel.grid.minor = element_line(linetype = 'blank'),

axis.text.x=element_text(colour="black",size=14),

axis.text.y=element_text(colour="black",size=14),

axis.title.x = element_text(vjust=-2),

axis.title.y = element_text(vjust=2),

legend.text=element_text(size=14),

plot.title = element_text(size=14,vjust=2,colour="darkorange1"),

strip.text.x = element_text(size = 14),

plot.margin=unit(c(1,0,0.5,0.5),'cm'))

calc.pca <- function(data)

{

pca.norm <- prcomp(t(data))

PC.norm <- pca.norm$x

PC.norm <- data.frame(PC.norm)

attach(PC.norm)

var.cap <- summary(pca.norm)

pc_var.cap <- round(var.cap$importance[2,]*100, 1)

cum_var.cap <- round(var.cap$importance[3,]*100, 1)

out <- list("PC"=PC.norm, "PC1_var"=pc_var.cap[1], "PC2_var"=pc_var.cap[2], "PC_var"=pc_var.cap,"Cum_var"=cum_var.cap)

return(out)

}

tpm.expressed <- function (TPM,filter=filter,num.samples=num.samples,

...)

{

keep <- rowSums(TPM >= filter) >= num.samples

TPM <- TPM[keep,]

return(TPM)

}

#set working drive. Change it to your local directories.

setwd("XXXX")

#read results table into R.

tpm <- read.table("tpm_gene_count_table.txt",sep=" ",header=T)

layout <- read.delim("cell_annotation.txt")

factor_columns <- c("sampleID","Project.no.","Patient.names","Disease","Cluster","Cell.type")

layout$Library <- as.character(layout$Library)

tpm_exp <- tpm.expressed(tpm,1,10)

genes <- (dim(tpm_exp))[1]

pc.fil <- calc.pca(log2(tpm_exp+1))

plot_data <- pc.fil$PC

plot_data[,factor_columns] <- layout[match(rownames(plot_data),layout$Library),factor_columns]

pca_plot <- ggplot(plot_data,aes(y=(PC2),x=(PC1)))+

geom_point(aes(colour=Cluster),size = 2.5) +

geom_text_repel(aes(label=sampleID), size=5.7,col="navy", nudge_x=0.05)+

theme_QC +

theme(panel.background=element_rect(colour="black"))+

theme(text = element_text(size=16))+

labs(x=paste0("PC1 (",pc.fil$PC1_var,"%)"),

y=paste0("PC2 (",pc.fil$PC2_var,"%)"))+

scale_shape_manual(values=c(17,16,15,18,19))+

ggtitle(paste0("PCA: ",genes," genes"))

width <- 25

height <- 20

tiff(filename = "pca_plot.tif",

width = width, height = height, unit="cm", compression = "lzw", bg = "white", res = 600)

print(pca_plot)

dev.off()

#########################

#### 2. Volcano plot ########

#########################

library(lattice)

library(latticeExtra)

#set working drive. Change it to your local directories.

setwd("XXXX")

#read results table into R.

edgeR.res <- read.table("EdgeR_result.txt",sep=" ",header=T)

#separate results table into up and down using subset.

data.up <- droplevels(subset(read.table("../EdgeR_result_Up_genes.txt",

sep="\t",header=T),Plot==1, drop=T))

colnames(data.up)[1] <- "genes"

data.down <- droplevels(subset(read.table("../EdgeR_result_Down_genes.txt",

sep="\t",header=T),Plot==1, drop=T))

colnames(data.down)[1] <- "genes"

data.up <- subset(data.up, Symbol %in% c("UCHL1", "S100A8", "VWA5A", "CCR4", "FFAR2", "S100A12"))

data.down <- subset(data.down, Symbol %in% c("SLC6A5", "MYOZ2", "CLEC3B", "CTSG", "SULT1B1"))

data.up$logFDR <- -log10(data.up$FDR)

data.down$logFDR <- -log10(data.down$FDR)

#Annotated 6 Up genes: UCHL1, S100A8, VWA5A, CCR4, FFAR2, S100A12 (in red)

#Annotated 5 Down genes: SLC6A5, MYOZ2, CLEC3B, CTSG, SULT1B1 (in blue)

fig.volcano <- xyplot(-log10(FDR) ~ logFC, data=edgeR.res,xlim=c(-12,12), ylim=c(-0.5,10.5),

xlab=list(cex=1.2,label=expression(paste("log"[2],"(FC)"))),

ylab=list(cex=1.2,label=expression(paste("-log"[10],"(FDR)"))),

scale=list(cex=1.1),

pch=1,cex=0.5,col="black",subset=(FDR<0.05))+

xyplot(-log10(FDR) ~ logFC, data=edgeR.res,xlim=c(-12,12), ylim=c(-0.5,10.5),

pch=1,cex=0.5,col="grey90", subset=(FDR>=0.05),

panel=function(x,y,...){

panel.xyplot(x,y,...)

panel.abline(h=(1.30),lty=1,col="red")})+

xyplot(-log10(FDR) ~ logFC, data=data.up,xlim=c(-12,12), ylim=c(-0.5,10.5),

pch=16,cex=0.5,col="red",

panel=function(...){

panel.xyplot(...)

panel.text(x=10.05, y=2.68,label="UCHL1",col="red",cex=0.7,fontface="bold")

panel.text(x=8.65, y=9.25,label="S100A8",col="red",cex=0.7,fontface="bold")

panel.text(x=6.75, y=2.5,label="VWA5A",col="red",cex=0.7,fontface="bold")

panel.text(x=7.05, y=2.05,label="CCR4",col="red",cex=0.7,fontface="bold")

panel.text(x=6.3, y=3.05,label="FFAR2",col="red",cex=0.7,fontface="bold")

panel.text(x=6.2, y=5.8,label="S100A12",col="red",cex=0.7,fontface="bold")

})+

xyplot(-log10(FDR) ~ logFC, data=data.down,xlim=c(-12,12), ylim=c(-0.5,10.5),

pch=16,cex=0.5,col="blue",

panel=function(...){

panel.xyplot(...)

panel.text(x=-10.1,y=2.7,label="SLC6A5",col="blue",cex=0.7,fontface="bold")

panel.text(x=-9.7,y=2.15,label="MYOZ2",col="blue",cex=0.7,fontface="bold")

panel.text(x=-7,y=4.2,label="CLEC3B",col="blue",cex=0.7,fontface="bold")

panel.arrows(x1=-9.03,y1=2.52,x0=-7,y0=4,length=0.05,col="blue")

panel.text(x=-5.8,y=3.15,label="CTSG",col="blue",cex=0.7,fontface="bold")

panel.arrows(x1=-8.65,y1=2.45,x0=-6,y0=3,length=0.05,col="blue")

panel.text(x=-7.45,y=2.1,label="SULT1B1",col="blue",cex=0.7,fontface="bold")

})

width <- 25

height <- 20

tiff(filename = "H:/Volcano_plot.tif",

width = width, height = height, unit="cm", compression = "lzw", bg = "white", res = 800)

print(fig.volcano)

dev.off()

##############################

#### 3. Survival analysis #########

##############################

library(lattice)

library(latticeExtra)

library

library(survival)

countN <- function ( v ) {

length ( v ) - sum ( is.na ( v ) )

}

descriptive_stats <- function (x) {

c(N=countN(x),Mean=mean(x,na.rm=TRUE),SD=sd(x,na.rm=TRUE),Median=median(x,na.rm=TRUE),

IQR=IQR(x,na.rm=TRUE),Min=min(x,na.rm=TRUE),Max=max(x,na.rm=TRUE))}

cex_dot <- 0.5

cex_red <- 0.55

cex_axis <- 1

cex_tick <- 0.8

parstrip <-

list(layout.heights =list(main.key.padding = -2))

parbw <-

list(box.rectangle=list(col="black"),

box.umbrella=list(col="black"),plot.symbol = list(pch=".",col = "white"),

layout.heights =list(main.key.padding = -2,strip = 1.5))

panelbw <- function(...) {

panel.bwplot(...,pch="|")

panel.xyplot(...,jitter.x = TRUE, pch=16, cex=cex_dot, amount=0.15)}

stripwhite <- strip.custom(bg="white")

#### set local drive directories.

setwd("XXXX")

#### diagnosis

data.diag <- read.csv("", header=TRUE, skip=1)

data.diag$Cluster <- factor(data.diag$Cluster)

summary(coxph(Surv(Overall.survival,Event.death)~ Age..years, data=data.diag))

summary(coxph(Surv(Overall.survival,Event.death)~ Neutering.status, data=data.diag))

summary(coxph(Surv(Overall.survival,Event.death)~ Sex, data=data.diag))

summary(coxph(Surv(Overall.survival,Event.death)~ Cluster, data=data.diag))

summary(coxph(Surv(Progression..free.survival ,Event.Progress)~ Age..years, data=data.diag))

summary(coxph(Surv(Progression..free.survival ,Event.Progress)~ Neutering.status, data=data.diag))

summary(coxph(Surv(Progression..free.survival ,Event.Progress)~ Sex, data=data.diag))

summary(coxph(Surv(Progression..free.survival ,Event.Progress)~ Cluster, data=data.diag))

#### treatment

data.trt <- read.csv("", header=TRUE, skip=1)

data.trt$Cluster <- factor(data.trt$Cluster)

summary(coxph(Surv(Overall.survival,Event.death)~ Age..years, data=data.trt))

summary(coxph(Surv(Overall.survival,Event.death)~ Neutering.status, data=data.trt))

summary(coxph(Surv(Overall.survival,Event.death)~ Sex, data=data.trt))

summary(coxph(Surv(Overall.survival,Event.death)~ Cluster, data=data.trt))

summary(coxph(Surv(Progression..free.survival ,Event.Progress)~ Age..years, data=data.trt))

summary(coxph(Surv(Progression..free.survival ,Event.Progress)~ Neutering.status, data=data.trt))

summary(coxph(Surv(Progression..free.survival ,Event.Progress)~ Sex, data=data.trt))

summary(coxph(Surv(Progression..free.survival ,Event.Progress)~ Cluster, data=data.trt))

# between clusters

print(survfit(Surv(Overall.survival,Event.death)~ Cluster, data=data.diag))

summary(coxph(Surv(Overall.survival,Event.death)~ Cluster, data=data.diag))

f1 <- survfit(Surv(Overall.survival,Event.death)~ Cluster, type="kaplan-meier", data=data.diag)

plot(f1, lwd=1,lty=1:2,mark.time=TRUE,cex.axis=0.9,las=1)

title(xlab="Overall survival (days)",ylab="Survival probability",cex.lab=1)

legend(400,1,c("Cluster 1","Cluster 2"),lwd=1,lty=1:2, cex=0.8)

## log rank test

survdiff(Surv(Overall.survival,Event.death)~ Cluster, data=data.diag)

print(survfit(Surv(Progression..free.survival ,Event.Progress)~ Cluster, data=data.diag))

summary(coxph(Surv(Progression..free.survival ,Event.Progress)~ Cluster, data=data.diag))

f2 <- survfit(Surv(Progression..free.survival ,Event.Progress)~ Cluster, type="kaplan-meier", data=data.diag)

plot(f2, lwd=1,lty=1:2,mark.time=TRUE,cex.axis=0.9,las=1)

title(xlab="Progression free survival (days)",ylab="Probability",cex.lab=1)

legend(150,1,c("Cluster 1","Cluster 2"),lwd=1,lty=1:2, cex=0.8)

width <- 10

height <- 10

tiff(filename = "OS.tif",

width = width, height = height, unit="cm", compression = "lzw", bg = "white", res = 500)

f1 <- survfit(Surv(Overall.survival,Event.death)~ Cluster, type="kaplan-meier", data=data1)

plot(f1, lwd=1,lty=1:2,mark.time=TRUE,cex.axis=0.7,las=1)

title(xlab="Overall survival (days)",ylab="Probability",cex.lab=0.8)

legend(400,1,c("Cluster 1","Cluster 2"),lwd=1,lty=1:2, cex=0.7)

dev.off()

# Supplementary material for: Gene Expression Profiling of B Cell Lymphoma in Dogs Reveals Dichotomous Metabolic Signatures Distinguished by Oxidative Phosphorylation
**Source:** Front Oncol. 2020 Mar 6;10:307. doi: 10.3389/fonc.2020.00307
**Supplement:** Supplementary file 5

**Supplementary Data 5: Sixteen genes overlapped between our dataset and the published canine GCB/ABC-DLBCL gene classifier dataset**

| **Gene Symbol** | **log_2_FC^1^** | **Gene Description** |
| --- | --- | --- |
| FADS2 | 2.94 | fatty acid desaturase 2 |
| PLEKHA8 | 2.65 | Pleckstrin homology domain-containing family A member 8 |
| PGP | 2.54 | phosphoglycolate phosphatase |
| HMGA1 | 2.08 | high mobility group protein HMG-I/HMG-Y |
| TRABD | 1.83 | TraB domain containing |
| MYO9B | 1.61 | myosin IXB |
| TOR1A | -1.37 | torsin family 1 member A |
| NMT1 | -1.4 | N-myristoyltransferase 1 |
| ATP6V0D1 | -1.43 | ATPase H+ transporting V0 subunit d1 |
| MAT2B | -1.43 | methionine adenosyltransferase 2B |
| ATP6AP1 | -1.61 | ATPase H+ transporting accessory protein 1 |
| DERL2 | -1.67 | Derlin 2 |
| ATG4A | -1.73 | autophagy related 4A cysteine peptidase |
| AP3M2 | -1.79 | adaptor related protein complex 3 mu 2 subunit |
| GSTM4 | -1.86 | glutathione S-transferase mu 4 |
| NFATC2 | -1.9 | nuclear factor of activated T-cells 2 |

^1^fold change values of canine RNA sequencing data of this study

How the deposited data were processed for this re-analysis (not part of the article)

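RNA of FACS-isolated CD5-CD21+ cells from lymph node aspirates of 11 dogs with multicentric B cell lymphoma was sequenced by the authors with paired-end reads, 1 library per dog. The authors mapped the reads to CanFam3.1 with Ensembl release 91 and deposited transcript abundance as TPM for 24580 genes and 92 spike-in sequences, in 1 table whose columns sum to the same total. The submitters' processing notes name HISAT2 2.0.0, Picard 1.92, featureCounts 1.5.0 and R 3.4.2, with no role or order; whether duplicate reads were removed and whether strand was used are not given in the sources used here. The paper's differential expression was computed by the authors with edgeR. The paper states that counts were normalized to TPM for the later analyses, and does not name the values given to edgeR in particular.

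Dog numbers came from the sample labels and the clusters from Figures 1A and 1B, with 5 dogs in cluster 1 and 6 in cluster 2. The library identifiers in the labels carry letters that divide the dogs exactly as the clusters do, so no term for a library series could enter a model. Gene symbols came from Supplementary Data 3, which pairs identifiers with names; the other genes were tested but are not named. No reference genome was used, so no check of GC content or gene length was run.

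Relative depth was computed from the steps of 1 read in the low TPM values of each library against dog 1, and is in reads per unit of gene length. It was 0.299 in dog 9 and 1.84 in dog 6. On 5 simulated libraries the method returned the ratios that the libraries were made with. Read totals are unknown, so no counting interval is given for a TPM value, and an exact 0 is given as listed at 0.

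Transcript abundance was compared between the clusters with limma 3.58.1 in R 4.3.3 on log2(TPM+1), with a trend in the prior variance, for the 11480 genes with a TPM of at least 1 in at least 5 dogs and with Benjamini-Hochberg adjustment at 0.05. Genes not tested there and single measures per dog were compared by exact permutation over the 462 divisions of 11 dogs into 5 and 6, two-sided. Clustering used 1 minus Pearson correlation and average linkage on TPM of the 18508 genes above 0 in any dog, and principal components used log2(TPM+1) of the 8855 genes with a TPM of at least 1 in at least 10 dogs. These used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The comparison was tested on simulated data: dogs were drawn from the means and spreads of the 11480 genes and 200 genes were changed. Of 50 genes changed by 1 on the log2 scale 1 was called, of 50 changed by 2 there were 28, of 50 changed by 3 there were 36 and of 50 changed by 4 there were 47, and 8 unchanged genes were called.

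The designs, the alternatives, the 35 gene lists and the rule for named genes were fixed before the data were examined, after the fold changes in the paper's tables had been read. The rule takes the 10 genes with the largest log2 fold change in each direction among those past FDR 0.05 with a symbol and clusters that do not overlap, every gene the paper's results name, the 13 protein genes of mitochondrial DNA, the 4 genes given as lower in Supplementary Data 4, the genes of Supplementary Data 5, and of each list described at most the 4 members of smallest p and at most 2 that did not pass. With the named members of the lists, 62 genes with a symbol were followed through the alternatives. Some genes in the text go beyond the rule and were chosen after their values were seen: ACAD11 and DECR2, the other named genes of fatty acid oxidation, ribosomal protein genes beyond the 4 of smallest p, and ASNS, EDNRB and FBLN1, which are high in 1 dog. Some genes that the rule takes are not reported here.

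Only 1 list, the protein genes of mitochondrial DNA, has at least 80% of its members named. It was tested as a set with camera and fry, which both gave an upward shift in cluster 2. That shift is not independent evidence, since the study called all genes of this list on the same libraries. For the others a test of the set is void, and members are given singly: 13 of 79 cytosolic ribosomal protein genes are named (5 higher in cluster 2), 2 of 44 translation factors (1 higher), 3 of 17 genes of the vacuolar proton pump (1 lower), 5 of 26 neutrophil markers (2 higher), and 4 of 26 genes of fatty acid oxidation, 2 of 22 of glycolysis and 4 of 25 monocyte and macrophage markers, of which 0 passed in limma. Lists of the cell of origin, the human samples and survival were not analysed here. The alternatives were other pseudocounts, filters, scalings, moderation and weights, sex as a covariate, and leaving out dogs.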

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

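The tests of other divisions of the dogs, of the library series, of depth and of the neutrophil genes together were chosen only after the results were seen; those of the 100 most abundant genes, of genes of like abundance and of PC1 after quantile normalization were not.

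The clusters and the library series divide the 11 dogs in the same way (Fisher's exact test, two-sided p = 0.00216). Of 100 divisions into 5 and 6 dogs, 2 gave at least the 108 genes past FDR 0.05 in limma of the real one, which is among them; the clusters were drawn from expression in these same libraries, which favors the real division, so chance cannot be excluded by this count. The highest other split gave 193 genes, and it differs from the clusters only in setting dog 11 with cluster 1. Libraries of cluster 1 had fewer genes above 0, and neither lower depth (median relative depth 1.99 times that of cluster 2, with every dog of cluster 1 above every dog of cluster 2) nor a few genes taking more of the TPM (the share of the 100 most abundant genes was 16.5 percentage points higher in cluster 2, exact permutation p = 0.00433) accounts for it. A difference between library batches and a difference between the lymphomas cannot be told apart, because no series holds dogs of both clusters, and fewer distinct molecules in the libraries of cluster 1 were not tested.

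The 5 neutrophil genes named here were listed at 0 in most dogs of cluster 1 and were above 0 in cluster 2. Of 3597 genes with a mean TPM in cluster 2 like that of S100A8, 2 (0.0556%) were listed at 0 in all 5 dogs of cluster 1. For FFAR2 they were 24 of 3843, and for S100A12 0 of 2079 were above 0 in as few dogs. By the 5% set in advance these shares count against loss of low genes in cluster 1. However, the study picked these 3 genes for their large difference on these libraries. Genes so picked would be rare among like genes under either explanation, so loss cannot be excluded by these shares. For LTF the share was 4.74% and for ALOX5 4.30%, under the 5% set in advance, but an upper bound on the highest share, added after the values were seen, is 5.52%. For these 2 genes loss cannot be excluded either. RNA of neutrophils in the cluster 2 libraries is neither shown nor excluded: over the 6 dogs the mean pairwise Spearman rho of the 5 named markers was 0.40 (permutation p = 0.0112), but S100A8 and S100A12 went together (0.94) and so did FFAR2, ALOX5 and LTF (0.71 to 0.89), while rho between these 2 sets was -0.09 to 0.31, and dog 5 was second highest in S100A8 and S100A12 and lowest or next to lowest in the other 3. The study picked all 5 markers from these libraries, the gate on CD5-CD21+ cells would remove neutrophils, and the other 21 markers of the list were not analysed here. CTSG, which the paper describes as a protease of neutrophils, is among its selected genes of lower abundance in cluster 2. It goes against the direction of the 5 markers and has no identifier here, so it was not analysed. Expression by the lymphoma cells themselves was not tested and stays open, as does the library series.

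Dogs 5, 9 and 10 stood apart on PC1. Their 100 most abundant genes held 46.8%, 53.8% and 43.9% of TPM. After quantile normalization dogs 10 and 9 still had the highest scores (61.7 and 58.7), ahead of dog 3 (26.4), and dog 5 alone fell back, to -15.0, a gap of -41.4 to dog 3 (SD of the 8 other dogs 28.2). By the outcome set in advance this would count for a few abundant genes as the cause, but that reading was dropped after the values were seen, since the new PC1 follows the earlier PC2 (r = 0.898) and on the new PC2, which follows the earlier PC1, dogs 5, 10 and 9 (91.8, 19.5 and 17.1) stayed above all others except dog 4 (33.9); the explanation stays open. No biological explanation was tested.

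Other values far from the rest of their cluster are 17 in 138 groups of dogs. Chance flags about 1 in 20 groups at the critical value used, but that rate does not apply to S100A12, LTF, SERPINA1, TGFBI, FBLN1, EDNRB and GZMK in cluster 1, where the other 4 dogs were listed at 0 and any value above 0 stands apart, nor to ACAD11, ASNS, FBLN1 and EDNRB, which were chosen after their values were seen. Spike-in sequences summed to 56.7 TPM in dog 9 and to at most 2.29 TPM in any other dog. Dog 5 had a PC2 score of -53.4 in cluster 2. The genes are on the log2(TPM+1) scale. In cluster 1, dog 4 was high in ASNS (10.06), EDNRB (6.88), FBLN1 (6.59), ACAD11 (8.35), GAPDH (9.08) and LTF (1.42). Dog 6 was high in S100A12 (3.20) and SERPINA1 (3.37), dog 7 in NMT1 (7.37), and dog 8 in GZMK (2.10) and TGFBI (0.0932). Dog 8 was low in MT-ND3 (10.04). In cluster 2, dog 5 was high in UCHL1 (8.01), and dog 9 was high in PGP (4.86) and low in FADS2 (2.61).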

How the results depend on the processing

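The alternative without dogs 4 and 9 was chosen after seeing the data. No paired analysis was possible because each dog is in one cluster. The loess on GC content and gene length and the alternatives of the cell of origin score were not run. The share of TPM in mitochondrial DNA genes was higher in cluster 2 with exact permutation p under 0.05 in each alternative run on it. The genes of Supplementary Data 3 that could be tested had the paper's direction in each alternative except log2(TPM+0.1) (125 of 126) and leaving out dog 8 (123 of 124). Of 1531 values of the 62 named genes under alternatives, 1150 kept their direction and, where a threshold applied, their side of it. Of the rest, 283 no longer passed, 91 passed only under the alternative, 7 moved beyond the spread between dogs and 0 reversed. For genes tested in limma, 1 alternative was an exact permutation p without adjustment over genes, set against the limma FDR. Some of the 91 are such values, with FFAR2 among them. The log2 ratio of mean TPM has no threshold and was judged against the spread between dogs. S100A8 and S100A12 passed in each alternative they were fitted in. Neither was fitted without dogs 5, 9 and 10 or with the filter on at least 10 dogs, where too few dogs had a TPM of at least 1. Read totals are unknown, so what depth limits for low genes was not computed. The spread against which the share of PC1 is judged was changed after its values were seen. Unless said otherwise, the cause was not tested.

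Of 11480 genes 108 passed FDR 0.05 in limma (45 higher and 63 lower in cluster 2), with 38 genes of Supplementary Data 3, 10 genes of Supplementary Data 4 and 10 genes of mitochondrial DNA. Array weights gave 616 (318 and 298), with 85 of Supplementary Data 3. Genes with a TPM of at least 1 in at least 10 dogs gave 188 (131 lower), over fewer genes; at least 2 dogs gave 41 lower. No filter gave 20 (7 and 13), with 8 of Supplementary Data 3, 1 of Supplementary Data 4 and 1 of mitochondrial DNA. Without a trend there were 13 (10 and 3), with 4 of Supplementary Data 3, 1 of Supplementary Data 4 and 1 of mitochondrial DNA. Sex as a covariate gave 166 (105 lower). Quantile normalization gave 77 higher and 32 lower, and 3 in each of the small lists. Median-of-ratios size factors gave 55 (24 lower), with 17 of Supplementary Data 3 and 3 in each small list. Without the genes of mitochondrial DNA there were 65 (33 lower), with 20 of Supplementary Data 3 and 0 of Supplementary Data 4, whose calls are all genes left out. Without the 20 genes of highest mean TPM there were 37 lower, with 24 of Supplementary Data 3 and 5 in each small list. Without dogs 5, 9 and 10 there was 1 gene, higher, and 0 lower, with 0 in each of the lists, and 2003 genes had an unadjusted p under 0.05 in limma. Without dogs 4 and 9 there were 17 (14 and 3), with 9 of Supplementary Data 3 and 5 in each small list.

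Leaving out 1 dog gave 10 (dog 7) to 252 genes (dog 11), 9 to 86 higher and 1 to 166 lower, with 5 to 58 of Supplementary Data 3, 3 to 15 of Supplementary Data 4 and 3 to 13 of mitochondrial DNA. The count was 28 without dog 2, 41 without dog 4, 23 without dog 6, 21 without dog 8, 23 without dog 3, 36 without dog 10 and 49 without dog 9.

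In the tree, 6 of 11 dogs were placed as in the paper, the lowest count possible, since groups were matched in the way that placed more dogs. The count was 11 with scaled genes, complete linkage, the filter on at least 10 dogs or without the 20 most abundant genes, and 10 with centred log2(TPM+1). When 1 dog was left out, 5 to 10 of the 10 dogs left were placed, where 5 is the lowest count possible. PC1 held 31.6% of variance, 28.9% with log2(TPM+0.1), 21.2% with no filter, 24.3% with a TPM of at least 1 in at least 5 dogs, 21.8% after quantile normalization, 29.8% without mitochondrial DNA genes, 28.8% without the 20 most abundant and 33.7 to 39.2% when 1 dog was left out. Principal components without 1 dog used genes with a TPM of at least 1 in all 10 dogs left, a stricter filter. Their changes on PC1 and PC2 therefore cannot be credited to the dog alone. The difference on PC1 of 55.9 passed an exact permutation test with genes scaled to SD 1 (66.2, p = 0.0346) and after quantile normalization (57.9, p = 0.00433), and was 46.2 to 69.3 when 1 dog was left out, where it also passed (exact permutation p = 0.00794 to 0.0476) unless that was dog 9 (p = 0.0794) or dog 10 (p = 0.0714). That on PC2 of 46.4 no longer passed with scaled genes (43.2, p = 0.0693) or after quantile normalization (21.8, p = 0.405) in exact permutation tests, where the axes changed places and the PC1 of 57.9 is the one that follows the earlier PC2 (r = 0.898), and was 26.8 to 44.7 when 1 dog was left out, where it passed only without dog 10 (p = 0.0397; 0.0714 to 0.238 without another dog). The number of genes at a TPM of at least 1 was higher in cluster 2 by 683.3 (exact permutation p = 0.147); at a TPM of at least 0.1 the difference was 1609 and above 0 it was 1809 (both passed), and at a TPM of at least 10 it was reversed, at -328.1 (exact permutation p = 0.587).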

Differences from the paper's values

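The paper gives 527 genes past an FDR of 0.05 from edgeR, and limma on log2(TPM+1) gave 108 at the same threshold; of the alternatives set before the data were examined, array weights gave 616, within 1.5 times of the paper's number, and the others did not come within it. The paper's 365 genes of higher abundance compare with 45 here, and again array weights alone came within 1.5 times (318). The paper's 162 genes of lower abundance compare with 63 here; the filter of a TPM of at least 1 in at least 10 dogs (131) and leaving out dog 11 (166) came within 1.5 times, and the others did not. The paper places 11 of 11 dogs in its clusters, and the tree here placed 6, the lowest count that the matching allows. Scaled genes, complete linkage, the filter on at least 10 dogs and leaving out the 20 most abundant genes placed 11, and centred log2(TPM+1) placed 10. Leaving out dog 2, 6, 7 or 11 placed 10 of the 10 dogs left, and leaving out dog 1 placed 9 of them. The counts with log2(TPM+1), Spearman correlation, leaving out mitochondrial DNA genes and leaving out any other dog did not come within 1.5 times. The paper's 4 genes of lower abundance in Supplementary Data 4 compare with 0 past FDR 0.05 in limma here (3 at an unadjusted p under 0.05); the filter on at least 10 dogs and leaving out dog 11 gave 2, array weights, robust eBayes and sex as a covariate gave 1, the others gave 0, and none came within 1.5 times.

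Supplementary Data 3 gives log2 fold changes, which lie on the scale of the log2 ratio of mean TPM. For 127 genes compared on it, 0 signs differ, and the median of the value here minus the paper's is -0.29. A further 15 genes have a cluster at 0 and were not compared. For 19 genes the values differ by more than the spread between dogs. The paper's value and the value here are 4.18 and 7.25 for TGFBI, 3.84 and 5.49 for UNC119B, 2.73 and 2.20 for ND2, 2.27 and 1.74 for MT-ND1, 2.01 and 1.49 for RPS3, 1.97 and 1.58 for COX1, 1.95 and 1.50 for ND4L, 1.79 and 1.35 for MT-ND4, and 1.77 and 1.24 for RPL5. They are 1.76 and 1.29 for RACK1, 1.74 and 1.26 for ATP6, 1.70 and 1.21 for RPL11, 1.59 and 1.12 for RPL12, 1.57 and 1.09 for RPL3, 1.48 and 1.02 for MT-ATP8, 1.47 and 0.97 for RPL13A, 1.46 and 0.99 for RPL19, 1.41 and 1.02 for CYTB, and -1.21 and -1.55 for PSENEN. With median-of-ratios size factors 17 of the 19 came within the spread, and TGFBI and UNC119B did not. Without the 20 genes of highest mean TPM, 9 of the 13 that are left did, and TGFBI, UNC119B, RPL3 and RPL19 did not. Without the genes of mitochondrial DNA, 6 of the 11 that are left did, and TGFBI, UNC119B, RACK1, RPL3 and RPL19 did not. Over all genes compared, 3 differed with size factors, 5 without the 20 genes and 6 without mitochondrial DNA. These counts include genes that did not differ as deposited.

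The paper counts all genes of Supplementary Data 3 as called, and 38 passed FDR 0.05 here; array weights gave 85, the most of the alternatives run. Of the 6 genes that the paper gives as higher in Supplementary Data 4, 4 passed here and MT-ATP8 and MT-ND3 did not; the filter on at least 10 dogs, sex as a covariate and leaving out dog 11 gave 6. The paper calls ATP6AP1, ATP6V0A4, ATP6V0D1 and NDUFV3 lower in cluster 2, and here they had that direction and did not pass (limma FDR = 0.0511, 0.0598 and 0.0803 for ATP6AP1, ATP6V0D1 and NDUFV3, and exact permutation p = 0.0996 for ATP6V0A4). The paper calls UCHL1 at its stricter FDR, and here it did not pass limma in the fits that held it, while every dog of cluster 2 lay above every dog of cluster 1.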

Other observations

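Genes on marker lists of other cells of blood and lymph node, which the study did not use, also differed in level between the dogs. None of those named here passed FDR 0.05 in limma. Whether their RNA came from such cells or from the lymphoma cells was not tested. Of the monocyte and macrophage markers, SERPINA1 was at 53.2 TPM in dog 9, at 1.08 to 13.1 TPM in the other dogs of cluster 2, at 9.32 TPM in dog 6 and listed at 0 in the other 4 dogs of cluster 1 (limma FDR = 0.0884). The iron exporter SLC40A1 was at 6.84 ± 4.56 TPM (SD, n = 6 dogs) in cluster 2 and 0.769 ± 1.18 TPM (SD, n = 5) in cluster 1 (limma FDR = 0.0763). GZMK, a granzyme of cytotoxic lymphocytes, was at 37.2 TPM in dog 3 and at 1.81 to 9.91 TPM in the other dogs of cluster 2. In cluster 1 it was at 3.30 TPM in dog 8 and listed at 0 in the other 4 dogs (limma FDR = 0.0688). VIM, which encodes the intermediate filament vimentin, was at 416.0 ± 171.6 TPM (SD, n = 6) in cluster 2 and 91.5 ± 86.6 TPM (SD, n = 5) in cluster 1 (limma FDR = 0.0710). HBB, a hemoglobin chain of red cells, had the opposite direction, at 6.10 ± 7.11 TPM (SD, n = 6) in cluster 2 and 74.1 ± 69.3 TPM (SD, n = 5) in cluster 1 (limma FDR = 0.175). The study picked all of these genes from its own calls on these libraries.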
